# Monoclonal antibodies binding to different epitopes of CD20 differentially sensitize DLBCL to different classes of chemotherapy

**DOI:** 10.3389/fonc.2023.1159484

**Published:** 2023-08-03

**Authors:** Brian Lee, Tim Pierpont, Avery August, Kristy Richards

**Keywords:** rituximab, ofatumumab, chemotherapy, R-CHOP, B-cell lymphoma, DLBCL

## Abstract

**Introduction:**

Rituximab (R), an anti-CD20 monoclonal antibody (mAb) and the world’s first approved antibody for oncology patients, was combined with the CHOP chemotherapy regimen and markedly improved the prognosis of all B- cell–derived lymphomas, the most common hematological malignancy worldwide. However, there is a 35% disease recurrence with no advancement in the first-line treatment since R was combined with the archetypal CHOP chemotherapy regimen nearly 30 years ago. There is evidence that R synergizes with chemotherapy, but the pharmacological interactions between R and CHOP or between newer anti-CD20 mAbs and CHOP remain largely unexplored.

**Methods:**

We used *in vitro* models to score pharmacological interactions between R and CHOP across various lymphoma cell lines. We compared these pharmacological interactions to ofatumumab, a second-generation anti-CD20 mAb, and CHOP. Lastly, we used RNA-sequencing to characterize the transcriptional profiles induced by these two antibodies and potential molecular pathways that mediate their different effects.

**Results:**

We discovered vast heterogeneity in the pharmacological interactions between R and CHOP in a way not predicted by the current clinical classification. We then discovered that R and ofatumumab differentially synergize with the cytotoxic and cytostatic capabilities of CHOP in separate distinct subsets of B-cell lymphoma cell lines, thereby expanding favorable immunochemotherapy interactions across a greater range of cell lines beyond those induced by R-CHOP. Lastly, we discovered these two mAbs differentially modulate genes enriched in the JNK and p38 MAPK family, which regulates apoptosis and proliferation.

**Discussion:**

Our findings were completely unexpected because these mAbs were long considered to be biological and clinical equivalents but, in practice, may perform better than the other in a patient-specific manner. This finding may have immediate clinical significance because both immunochemotherapy combinations are already FDA-approved with no difference in toxicity across phase I, II, and III clinical trials. Therefore, this finding could inform a new precision medicine strategy to provide additional therapeutic benefit to patients with B-cell lymphoma using immunochemotherapy combinations that already meet the clinical standard of care.

## Introduction

Non-Hodgkin’s lymphoma is the most common hematological malignancy worldwide, encompassing a heterogenous group of disorders that rank fifth highest in cancer mortality and seventh in cancer incidence (1). Rituximab (R) is the first monoclonal antibody (mAb) used in oncology treatment, and its addition to the CHOP [cyclophosphamide (C); doxorubicin (H), a topoisomerase II inhibitor; vincristine (O), an anti-microtubule drug; and prednisone (P), a glucocorticoid steroid] combination chemotherapy regimen doubled the average cure rates from approximately 30% to 60% of patients with non-Hodgkin’s B-cell lymphoma without increasing toxicity (2–6). R was subsequently combined with other chemotherapy regimens across all lymphoma subtypes, and these new immunochemotherapy combinations improved the prognosis of all B-cell–derived lymphoproliferative diseases (7–12). However, at least eight clinical trials utilizing either more intensive chemotherapy, small-molecule inhibitors, or newer mAbs have all generally failed to improve upon the R-CHOP regimen success (13–21). These combinations had either worse or similar clinical outcomes or higher toxic fatality rates. Therefore, despite over 20 years since R-CHOP was introduced, clinical protocol for the first-line treatment of diffuse large B-cell lymphoma (DLBCL) has remained virtually unchanged. R is an anti-CD20 antibody whose binding induces cell death through four different mechanisms: 1) direct signaling induced cell death, 2) complement-dependent cytotoxicity (CDC), 3) antibody-dependent cell-mediated cytotoxicity (ADCC), and 4) antibody-dependent phagocytosis (ADP) (22). Newer anti-CD20s, ofatumumab (OF) and obinutuzumab, which preferentially activate CDC and ADCC, respectively, were combined with conventional chemotherapy but did not improve prognosis in patients with DLBCL in their respective 2017 and 2019 phase III clinical trials compared with R-CHOP (18–21).

There is evidence that mAbs such as R sensitizes or confers resistance in B-cell cancers to chemotherapeutics through modulation of anti-apoptotic factors (23–25). Strategies that downregulate these anti-apoptotic factors may have a high therapeutic potential because this approach has already been applied to other cancers, leading to FDA-approved drugs such as venetoclax to treat leukemia (26). However, interactions between R and CHOP or between newer anti-CD20s and CHOP have not been studied, despite the potential that differential interactions could lead to better or worse outcomes depending on the mAb choice for specific patients. Furthermore, the direct mechanisms of cell death induced by anti-CD20s are poorly understood (22). Therefore, understanding how R and other anti-CD20 mAbs interact with CHOP can advise new therapeutic strategies and even help elucidate anti-CD20’s direct biological effects.

Here, we scored and characterized the pharmacological interactions between R and the individual components of CHOP. We then compared these interactions to those between OF and CHOP to identify any potential differential immunochemotherapy interactions. Last, we compared the transcriptional profiles of R and OF binding to mechanistically understand their differences.

## Materials and methods

### Cell lines and cell culture

Activated B-cell (ABC) subtypes (HBL1, U2932, SUDHL2, and TMD8) and germinal center B-cell (GCB) subtypes (SUDHL4, HT, LY18, and WSL-DLCL2) were maintained in Roswell Park Memorial Institute (RPMI) 1640 with 2 mM L-glutamine (Gibco), supplemented with 10% Fetal bovine serum (FBS) heat-inactivated (HI) at 56°C for 30 min (Gibco), penicillin (100 µg/mL) and streptomycin (100 µg/mL) (Gibco), and 1 mM N-2-hydroxyethylpiperazine-N-2-ethane sulfonic acid (HEPES) (Gibco). Cells were incubated at 37°C with 5% CO_2_ and maintained in a log growth phase. Cell viability and growth phase were measured using trypan blue exclusion assay, and cells were only used in a log growth phase with viability greater than 90% for all cell lines.

### Reagents

R (Rituxan™, Genentech, Inc.) and OF (Arzerra™, GlaxoSmithKline, Inc.) were obtained through the North Carolina Cancer Hospital pharmacy. Cyclophosphamide was replaced with its active metabolite 4-hydroperoxycyclophosphamide (Toronto Research Chemicals), which was dissolved in Dimethyl sulfoxide (DMSO) purged with nitrogen gas to make a stock concentration of 20 mM and sealed in vials with nitrogen gas at −80°C. Doxorubicin and vincristine (Selleckchem) were dissolved in Phosphate buffered saline (PBS) to make a stock concentration of 20 mM and were stored at −80°C. Prednisone was replaced with a more soluble biological and clinical analog, dexamethasone (Selleckchem), which was dissolved in PBS to make a stock concentration of 20 mM and stored at −80°C. We made this substitution because prednisone is metabolically converted to the more biologically active form prednisolone, in which the 11-C ketone is reduced to a more soluble 11-C hydroxyl, and dexamethasone has this more soluble substituent conferring its similar properties to prednisone in treating hematological malignancies (27). Pooled AB human serum (HS) was obtained from Sigma-Aldrich.

### Dose–response curves and analysis of pharmacological interactions

Survival dose–response curves for each of the CHOP drugs, with or without R, were generated to characterize the pharmacological interactions between R and CHOP. Cells were resuspended in fresh media the day before and seeded at 1.0 × 10^5^ cells/mL in 96-well flat bottom plates and treated for 48 h with varying concentrations of chemotherapeutic, with or without R (at 20 µg/mL) in triplicate. This concentration of R was used because pharmacokinetic studies have shown that R serum levels were, on average, 20.3 µg/mL 3 months after their infusion (28). Viability was measured using a CellTiter-Blue reduction assay by adding 10% CellTiter-Blue at 45.5 h after treatment and taking fluorescence readings at 540 nm/620 nm on a microplate reader (BioTek Synergy 2) at 46 and 48 h after treatment. Baseline fluorescent values at 46 h were subtracted from 48-h values to measure change in reduction potentials. By means of reduction potential, dose–response curves were made for each of the CHOP drugs with and without R (20 µg/mL) for two ABC subtypes (U2932 and HT) and two GCB subtypes (HBL1 and SUDHL4).

The chemotherapeutic-only dose–response curve was standardized to a medium-only control, and the R + chemo dose–response curve was standardized to an R-treated control by dividing fluorescent output of these two treatment groups by their respective controls. A 15% DMSO all-kill control was subtracted from both the numerator and denominator. Therefore, the viability was calculated by the following equations:

$$Viability\;\left(/control\right)=\frac{\Delta Fluorescence_{chemo}-\Delta Fluorescence_{DMSO}}{\Delta Fluorescence_{media}-\Delta Fluorescence_{DMSO}}$$

$$Viability\;\left(/control\right)=\frac{\Delta Fluorescence_{R+chemo}-\Delta Fluorescence_{DMSO}}{\Delta Fluorescence_{R}-\Delta Fluorescence_{DMSO}}$$

To design a dose–response curve with least squares fit, we transformed the drug concentrations to logarithmic scale and standardize viability to run between 0% and 100%. We then used the following equation to generate a sigmoidal regression fit into our dose–response data, where Hill slope coefficient is determined on the basis of the data

$$Viability=\frac{100}{1+10^{\text{log}\left(IC50-\left[drug\right]\times Hill\;Slope\right)}}$$

To assess the magnitude and statistical significance of these pharmacological interactions, we interpolated Half-maximal inhibitory concentration (IC_50_) values based on our nonlinear regression equation and their associated p-value using extra-sum-of-squares F-test. Last, we use the combination index analysis based on the Loewe additivity criteria and the response additivity analysis to score the pharmacological interactions as synergistic or antagonistic.

### Growth inhibition and cell death analysis

Trypan blue exclusion assay was used to characterize the pharmacological interactions observed in the experiments above. Cells were treated as described above and mixed with an equal volume of 0.4% trypan blue dye solution, and viability was determined by light microscopy. Percent dead was calculated as proportion of dead cells over total cells, whereas growth inhibition was calculated as total cells, both dead and alive, over total cells in medium-only conditions. The results were representative of three independent experiments.

### Complement-dependent cytotoxicity

CDC assays were performed using pooled human AB serum (Krackler Scientific) and R (20 µg/mL). Cell lines were incubated with varying proportions of HI FBS and HS totaling 10% net serum that induced approximately 50% cell death (10% HS and no HI FBS for HBL1 and HT, 5% HS and 5% HI FBS for U2932, and 2% HS and 8% HI FBS for SUDHL4). As a control, cells were incubated in HI HS (HI; 56°C for 30 min) and HI FBS in analogous concentrations. HI FBS was used to recapitulate growth conditions as similarly as possible to those used to generate dose–response curves and pharmacological analysis in **Figure 1**. To investigate the pharmacological interactions between CDC and chemotherapeutic, dose–response curves were created by treating cells with chemo as described above with or without CDC (HS + R + chemo and HS + chemo). As a control comparison, cells were also treated with HI + R + chemo and HI + chemo. Viability was measured using CellTiter-Blue as described above, and the pharmacological interactions were scored as described above on the basis of the relative curve shifts.

**Figure 1:**
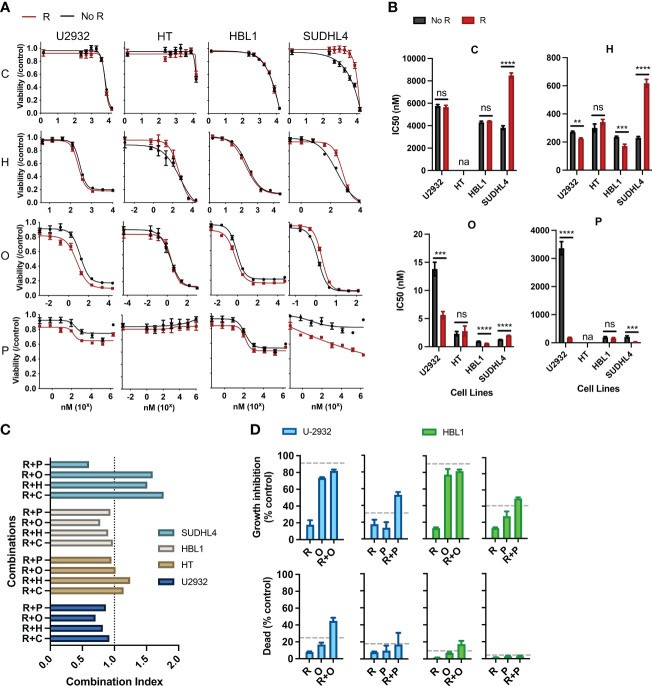
Rituximab directly synergizes and antagonizes the cytotoxic and cytostatic potential of chemotherapy. **(A)** Two ABC subtypes (HBL1 and SUDHL4) and two GCB subtypes (U2932 and HT) were treated with one of the CHOP drugs (0–15 µM C, 0–50 µM H, 0–0.125 µM O, and 0–1.8 × 10^3^ µM P) with or without R (20 µg/mL) for 48 h, and viability was measured using cell titer reduction assay. C_max_ for each drug are C (<27 µM), H (<1.1 µM), O (9.3 × 10^2^ µM), and P (3.1 × 10^3^ µM). No R (black curve) was standardized to a media control, whereas R (red curve) was standardized to R-treated group. This figure is representative of at least five experiments performed in triplicates. **(B)** IC_50_ of chemo and R + chemo combinations were also compared. *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001. ns, not significant; na indicates that IC_50_ was unavailable due to dose–response curves not following sigmoidal relationship necessary for its calculation. **(C)** Combination index of each R + chemo combinations was scored. **(D)** HBL1 and U2932 cells were treated as indicated and trypan blue exclusion assay used to determine the percent of dead cells and percentage growth inhibition relative to a medium-only control. The dashed lines represent the expected additive effect of the sum of the individual drugs. This figure is representative of at least three experiments performed in triplicates.

### Focused comparison between R + chemo and OF + chemo

Abbreviated experiments comparing differential interactions between R + chemo and OF + chemo were performed by treating all eight cell lines with physiologically relevant concentrations of C (<27 µM), H (<1.1 µM), O (9.3 × 10^−2^ µM), and P (3.1 × 10^3^ µM) based on the C_max_ of pharmacokinetic studies for each drug (29–32), with or without R or OF (10 µg/mL). Cell lines were treated for 48 h, and viability was measured using CellTiter-Blue as described earlier.

### RNA extraction and gene expression analysis

TMD8 and U2932 cells were split and cultured separately for a week to create two biological replicates per cell line. These replicates were then treated with R, OF, or human Immunoglobulin G1 (IgG1) isotype (SouthernBiotech) control for 4 h, followed by collection of RNA for sequencing. RNA from 8.0 × 10^7^ TMD8 and U2932 cells was extracted using the standard TRIzol protocol. Agarose gel (1%) was used to validate intact RNA by identifying the 28S and 18S ribosomal RNA bands. The library preparation, sequencing, and initial quality check were performed by the Cornell TREx sequencing facility (https://rnaseqcore.vet.cornell.edu/index.html). Specifically, fastq files are first processed with trim-galore to remove low quality bases and adapter sequences. Trimmed reads are then aligned to a human reference genome from Ensembl using STAR. Last, raw counts generated by STAR for annotated genes were analyzed with DESeq2.

### Reverse transcription/quantitative PCR

RNA was extracted using TRIzol reagent (Invitrogen) or an RNAeasy kit (Invitrogen), and Complementary DNA (cDNA) was generated using a You Prime First-beads kit (GE Healthcare). Quantitative PCR was then performed using a 7500 Fast Real-Time PCR instrument (Applied Biosystems). Data were analyzed using the comparative threshold cycle 2^−ΔΔCT^ method, and the values were expressed as fold change compared to respective cell lines treated with IgG-isotype antibody. Primer sequences for eight randomly selected genes are provided in **Table 1**.

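The primers of Table 1 were matched base for base against the transcript sequences of GENCODE 29, the annotation of the human genome build GRCh38. The pairs listed for CDKN2C, RPSKA5 (RPS6KA5) and NLRC3 matched only those genes, with products of 62, 110 and 121 bp. The pair listed for KCNMB4 matched only that gene, with products of 73 and 216 bp on its transcripts. The pair listed for DUSP5 matched only DUSP4, with a product of 77 bp. The pair listed for NDFIP matched only NDFIP2, with a product of 65 bp, and the full name in that row belongs to TXNIP. The forward and reverse sequences listed for BCL2A1 are the same sequence, which matched BCL2A1 in the sense direction only. The table lists a forward primer for ATP2A3, which matched that gene, and no reverse primer.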

**Table 1:** Validation of RNA sequencing (RNA-seq) using quantitative reverse transcription (qRT)-PCR.

Gene	Name	Primers	
ATP2A3	ATPase sarcoplasmic/endoplasmic reticulum Ca^2+^ transporting 3	Forward	5′-GCTCCAGATATCTCTGCCTGTC-3′
BCL2A1	BCL2-related protein A1	Forward	5′-TATGCTGGTAGAGTCAGTGGC-3′
		Reverse	5′-TATGCTGGTAGAGTCAGTGGC-3′
CDKN2C	Cyclin-dependent kinase inhibitor 2C	Forward	5′ATTTGGAAGGACTGCGCTGC-3′
		Reverse	5′-GCAGTCTCCTGGCAATCTCG-3′
DUSP5	Dual-specificity phosphatase A5	Forward	5′-CTGCAGCTCCTGTGGGAC-3′
		Reverse	5′-CACTGCCGAGGTAGAGGAAG-3′
RPSKA5	Ribosomal protein S6 kinase A5	Forward	5′-GGAGAGATTGTGCTTGCCCT-3′
		Reverse	5′-TCTGTCAGCACCACATGGC-3′
KCNMB4	Potassium calcium-activated channel subfamily M regulatory beta subunit 4	Forward	5′-GGTTCCCAGCCATTTACTTGC-3′
		Reverse	5′-CATGAGTGCGATGCAGAAGC-3′
NDFIP	Thioredoxin-interacting protein	Forward	5′-GGCAGCTGCTCATAGAACAAG-3′
		Reverse	5′-AAGGAATGTCGGGTTGATGC-3′
NLRC3	NLR family card protein containing 3	Forward	5′-TCGAGGCCCGGGAGAAC-3′
		Reverse	5′-GCGCCTTGGTGTCTTCATTTG-3′

### Pathway enrichment and visual analysis of differentially expressed genes

Kyoto Encyclopedia of Genes and Genomes (KEGG; www.genome.jp/kegg/pathway.html) pathway analysis was conducted to identify the most significant enriched pathways. Differentially expressed genes were mapped onto biologically relevant pathways using their manually annotated pathway database.

### Statistical analysis

All values are presented as mean ± standard deviation of the mean (SD) of data from experiments performed at least in triplicate. For comparisons between two groups, unpaired Student’s t-test was used. P-values for IC_50_’s were calculated using extra-sum-of-squares F-test. For multiple comparisons, one-way ANOVA was used with Bonferroni correction to adjust p-values based on the number of comparisons performed.

## Results

### Rituximab directly potentiates or antagonizes the cytotoxic and cytostatic potential of chemotherapy

R has been shown to affect chemotherapeutic responses separately from its immune effector functions (CDC, ADCC, and ADP), but such interactions within the R-CHOP regimen remain largely unexplored. Therefore, we scored the pharmacological interactions between R and the individual constituents of CHOP using CellTiter-Blue reduction assays, which measure the cumulative metabolic potential of living cells after treatment. We considered drug interactions in terms of potentiation and antagonism based on the criteria set by Gessner (33). Namely, we defined potentiation as a non-killing response that enhances killing by another drug and antagonism as a non-active response that reduces killing by another drug. We assigned R as the non-killing drug because previous studies, and our findings, show that R alone induces limited direct killing in most DLBCL cell lines, and this criterion was used to study the effects of R with other chemotherapy drugs (22, 34, 35).

Pharmacodynamic interactions between R and C, H, O, or P were first assessed in two ABC-subtype (U2932 and HT) and two GCB-subtype (HBL1 and SUDHL4) DLBCL. A viability dose–response curve was created with chemotherapy treatment along a concentration range spanning the entire drug effect. Another viability dose–response curve was created across the same concentration range with the addition of R (20 µg/mL). Cells were incubated for 48 h, and cell viability was measured using luminescent reduction assay (CellTiter-Blue). Chemo viability was normalized to untreated viability, whereas R + chemo viability was normalized to R-treated. This strategy removed any killing directly induced by R, thereby allowing for a direct comparison of the chemo-only and R + chemo dose–response curves for pharmacological interactions. Therefore, if the viability curve of R + chemo shifted to the right relative to chemo-only, then viability was higher with the addition of R to chemotherapy, indicating antagonism. If the two curves overlap, then there is no indication of interaction. Last, if the R + chemo viability curve shifted to the left relative to chemo-only, then viability is reduced with the addition of R, indicating a potentiation.

All chemotherapy drugs, with the exception of P, induced a significant loss of viability, with P having more modest effects (**Figure 1A**). Although P is cytotoxic to DLBCL in the first-line clinical care, the observed limited cytotoxicity in cell culture is consistent with other reported *in vitro* studies, likely reflecting selection for prednisone resistance through the establishment of cell lines from post-treatment patients (36). R potentiated O and P in HBL1 and U2932 but did not interact with chemotherapy in HT. R antagonized C, H, and O in SUDHL4 and potentiated P in SUDHL4 (**Figure 1A**). Therefore, R + chemo interactions were highly heterogenous, with different cell lines having differential responses to the same drugs, but not in a way predicted by the classical clinical classifications, namely, ABC and GCB subtypes. This heterogeneity in pharmacological interactions, ranging from antagonism to potentiation, was unexpected because R has been characterized as a general potentiator of chemotherapy in the field (22, 34, 35, 37). This heterogeneity in drug response illustrates the wide biological heterogeneity of DLBCL and possibly contributes to the variability in patient response to R-CHOP (38). To further quantify the magnitude and statistical significance of these pharmacological interactions, we compared the IC_50_’s of C, H, or O, with or without R (**Figure 1B**). In addition, to assess R + chemo interactions as synergistic or antagonistic, we use combination index analysis based on the Loewe additivity criteria (**Figure 1C**). Similar to our previous finding, R synergizes and antagonizes with chemotherapy in an ABC- and GCB-independent manner.

Our initial approach so far measured cell viability using CellTiter-Blue assay, which measures the cumulative metabolic reduction of living cells after treatment. Although this assay measures the total metabolism, and therefore viability, of the remaining cell population, it cannot differentiate potentiation and antagonism in terms of the cytotoxic or cytostatic effects. Therefore, we used a trypan blue exclusion assay, able to distinguish cell death from cell growth inhibition, to further characterize observed the pharmacological interactions in terms of the cytotoxic and cytostatic effects (34). We specifically examined interactions between R + O and R + P in HBL1 and U2932 cell lines because these combinations and their respective cell lines showed potentiation. R + O led to additive and greater than additive killing in HBL1 and U2932, respectively (**Figure 1D**). R + P induced greater than additive growth inhibition in both cell lines. Therefore, R can synergistically augment the cytotoxic and cytostatic potential of chemotherapy.

R also induces cell killing through other immune effector functions, and interactions between these immune mechanisms and chemotherapy remain unexplored in the R-CHOP regimen. Therefore, we investigated the interactions between R induced CDC and chemotherapy. Although we observed that R can kill DLBCL via CDC when HS was present versus when HI HS was present, we observed that CDC does not synergize with nor antagonize chemotherapy (**Supplementary Figure 1**).

### Rituximab and ofatumumab differentially potentiate chemotherapy in DLBCL

There are no studies on the pharmacological interactions between newer anti-CD20 antibodies and CHOP. We therefore compared the pharmacological interactions between R + chemo and OF+ chemo to potentially identify any differences in immunochemotherapy interactions, which may elucidate molecular pathways that drive these immunochemotherapy interactions. R binds to the large loop on the extracellular domain of CD20, whereas OF binds an area distinct from the area bound by R, a region encompassing the small and large loop (**Figure 2A**). However, they both exhibit similar levels of direct killing and performed similarly in clinical trials (18–21). We determined their similarities *in vitro* via measurement of their direct killing on four ABC-subtype DLBCLs (HBL1, U2932, SUDHL2, andTMD8) and four GCB-subtype DLBCLs (HT, SUDHL4, LY18, and WSL-DLBCL2) and found that that they were comparable in their ability to reduce viability (**Figure 2B**). Although anti-CD20s usually induce limited direct killing, we note that R induces a significant viability reduction in SUDHL4.

**Figure 2:**
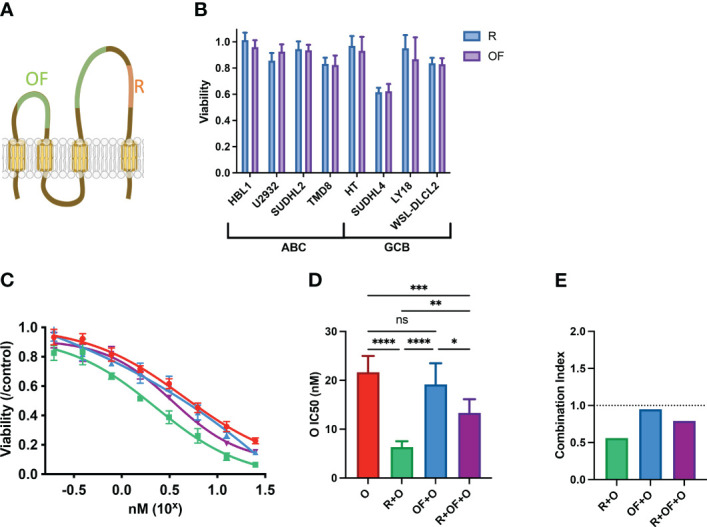
Rituximab and ofatumumab induce similar levels of direct killing but differentially synergize with chemotherapy. **(A)** Depiction of R and OF epitopes on CD20. **(B)** Direct killing induced by R and OF across eight cell lines. **(C)** Dose–response curve of O, R + O, OF + O, and R + OF + O. **(D)** IC_50_ of the effect of O, R + O, OF + O, and R + OF + O on U2932 cells. *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001. ns, not significant. **(E)** Combination index of respective anti-CD20 + chemo combinations. This figure is representative of at least three experiments performed in triplicates.

Although R and OF seemed to induce similar direct effects, we compared their pharmacological interactions with chemotherapy. Because we previously observed that R potentiated chemotherapy in U2932, we treated U2932 with different doses of O alone, in combination with R and in combination with OF (**Figure 2C**). Unexpectedly, despite R and OF inducing similar levels of direct killing, they differentially potentiated killing by O. R potentiated O to a greater extent than OF. We also combined R + OF + O to determine whether R and OF together potentiate chemotherapy in an additive or synergistic manner (**Figure 2C**). We find that these two antibodies sensitized U2932 to chemotherapy intermediate between R + O and R + OF. These findings that R potentiated O in U2932, OF potentiated O to a more limited extent, and combining the two anti-CD20s with O led to an intermediate effect may suggest that R and OF interfere with one another for their respective CD20 epitope and that simply giving them both together would not compensate for any differential interactions with CHOP. This interference could possibly be due to the relatively small size of CD20, causing R and OF to sterically interfere with one another for their respective epitopes (39). To quantify the magnitude and the statistical significance of these differences, we compared the IC_50_’s of these of these immunochemotherapy interactions (**Figure 2D**). In addition, we use combination index analysis based on the Loewe additivity criteria and observe that R synergizes with chemotherapy, whereas OF does not (**Figure 2E**).

To determine whether this difference in pharmacological interaction was occurring in a U2932 cell–specific manner, all other seven cell lines mentioned previously were treated using a single physiologically relevant dose of one of the CHOP drugs independently or in combination with R or OF. Physiological concentrations were based on the C_max_ of each drug based on pharmacokinetic studies C (<27 µM), H (<1.1 µM), O (9.3 × 10^−2^ µM), and P (3.1 × 10^3^ µM) (29–32). R + Paclitaxel (PXL) was also examined as previous published studies demonstrated that R + PXL synergistically induces apoptosis (40). R + chemo and OF + chemo were compared to a chemo-only treatment group to score pharmacological interactions. R + chemo and OF + chemo were then compared to each other to score differential interactions between the two anti-CD20 mAbs. Although we found that R and OF induced comparable levels of direct killing, they unexpectedly potentiated chemotherapy differentially in six of eight cell lines (**Figure 3A**). R exhibited more favorable interactions with chemotherapy in U2932 (ABC), SUDHL2 (ABC), and LY18 (GCB), whereas OF exhibited more favorable chemotherapy interactions in TMD8 (ABC), SUDHL4 (GCB), and WSL-DLCL2 (GCB). Using the preferred anti-CD20 antibody along with chemotherapy reduced or eliminated antagonism and enhanced or induced potentiation with at least one of the CHOP drugs and all four in some cases. Therefore, tailored use of these anti-CD20 mAbs to each cell line expanded therapeutically favorable immunochemotherapy interactions across a greater range of cell lines than using R-CHOP or OF-CHOP alone. The expansion of synergy through cell line–specific use of these anti-CD20s with chemotherapy is illustrated through a heat map of the combination index of all pharmacological interactions (**Figure 3B**). Tailored use of these antibodies leads to expansion of synergy (green) and reduction in antagonism (red).

**Figure 3:**
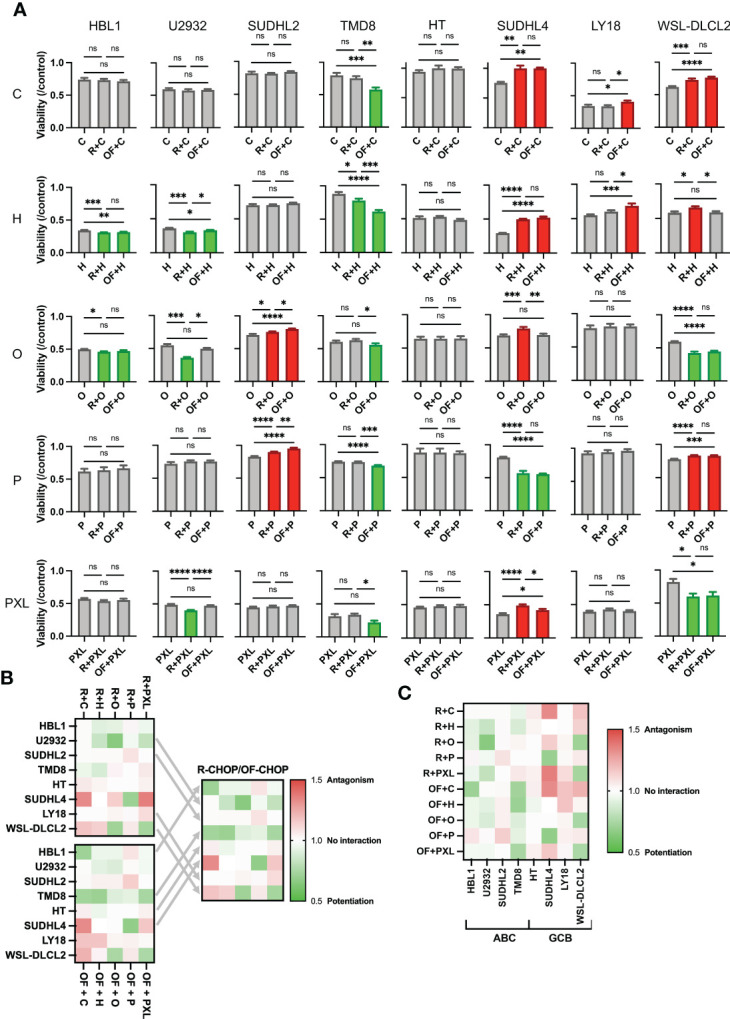
Rituximab and ofatumumab differentially synergize with chemotherapy, thereby expanding favorable immunochemotherapy interactions across a greater range of cell lines versus R-CHOP alone. **(A)** Comparison of the effect of R + CHOP versus OF + CHOP interactions across eight cell lines. For a given graph, the left bar represents viability of chemo-only, the middle bar represents R + chemo, and the right bar represents OF + chemo. Paclitaxel (PXL) was also tested. Green indicates potentiation, red indicates antagonism, and gray indicates no interaction. One-way ANOVA was used with p-value adjusted using Bonferroni corrections for multiple comparisons. *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001. ns, not significant. This figure is representative of at least three experiments. **(B)** Heat map displaying combination indexes using R-CHOP only, OF-CHOP only, and cell line-tailored use of anti-CD20s with CHOP. **(C)** Heat map globally displaying combination indexes using either of the two mAbs with CHOP.

Last, a heat map of all pharmacological interactions using combination index analysis displays these interactions globally (**Figure 3C**). From this perspective, we observe that anti-CD20s preferentially synergize chemotherapy in the ABC subtype and antagonize chemotherapy in the GCB subtype.

### Comparison of gene expression profiles induced by rituximab and ofatumumab

Our finding that R and OF differentially synergize with CHOP in a cell line–specific manner suggests that additional biomarkers that predict the differential response are needed before any trials can be considered. To this end, we investigated the transcriptional profiles of R and OF to determine whether changes could help elucidate the mechanisms behind these pharmacological differences. We analyzed the transcriptomes of cell lines that showed favorable interactions using either R + chemo or OF + chemo. Because U2932 exhibited favorable interactions using R + chemo combinations and TMD8 showed favorable interactions using OF + chemo interactions, we analyzed the gene expression profiles induced by R and OF for these two cell lines. Four hours was chosen as the incubation time because it was the earliest time point at which differential pharmacological interactions were detected, thereby allowing us to identify the earliest transcriptional profiles that drive pharmacological differences (data not shown). 

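RNA was sequenced from 12 cultures of the DLBCL cell lines U2932 and TMD8, each treated for 4 h with 20 µg/mL of R, OF or the human IgG1 isotype control. There were 2 biological replicates for each antibody and cell line, and replicates with the same number came from the same separately kept culture. The authors trimmed the reads, aligned them to the human genome with STAR, and deposited the raw number of reads counted on each of 58884 annotated genes, without normalization and without a filter on genes. In U2932, the total counts per library were 17226285 and 18841457 with R, 16521068 and 17199579 with OF, and 20244698 and 21191535 with the isotype control, with a median of 18033871. In TMD8, they were 17108683 and 17359177 with R, 16088339 and 15440226 with OF, and 18377047 and 27110612 with the isotype control, with a median of 17233930.

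From these counts, libraries were normalized by edgeR's TMM method, and genes with too few counts for a test were removed by its filterByExpr function, which left 14635 genes in U2932 and 14227 in TMD8. Log2 fold changes, their standard errors and Benjamini-Hochberg adjusted p-values came from edgeR's quasi-likelihood test, fitted to the 6 libraries of each cell line. Genes were called differentially expressed at an adjusted p-value under 0.10 and a change of at least 1.5-fold, and at an adjusted p-value under 0.30 for R versus OF in U2932. Replicates differed by more than the counting of reads alone produces. The chi-square per degree of freedom between the replicates of a condition, which is 1 for counting error alone, was 6.81 for R, 2.42 for OF and 10.8 for the isotype control in U2932, and 5.92, 62.2 and 106 in TMD8. In TMD8, OF replicate 2 and isotype replicate 2 stood apart from the other 4 libraries. Ribosomal protein genes held 7.16% and 6.50% of their counts, against 10.0% to 10.8% in the others, and mitochondrial genes held 3.73% and 3.99%, against 5.70% to 6.23%. The median standard error of a gene's log2 fold change between R and the isotype control was 0.12 in U2932 and 0.25 in TMD8.

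Counts also followed the GC content of the genes to a different extent in each library. From the decile of genes lowest in GC content to the decile highest in it, the median log2 difference between R and OF changed by −0.62 in TMD8 and by −0.19 in U2932. In TMD8, replicate 1 alone gave −0.51 and replicate 2 alone gave −0.71. Between replicates 1 and 2 of the same antibody in TMD8, the same span was 0.27 for R, 0.45 for OF and 0.60 for the isotype control. In U2932, the span between replicates was −0.16 for R, −0.04 for OF and −0.42 for the isotype control. An alternative fit in which the trend of each library on GC content was removed was therefore run beside each comparison.

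**Figure D1:**
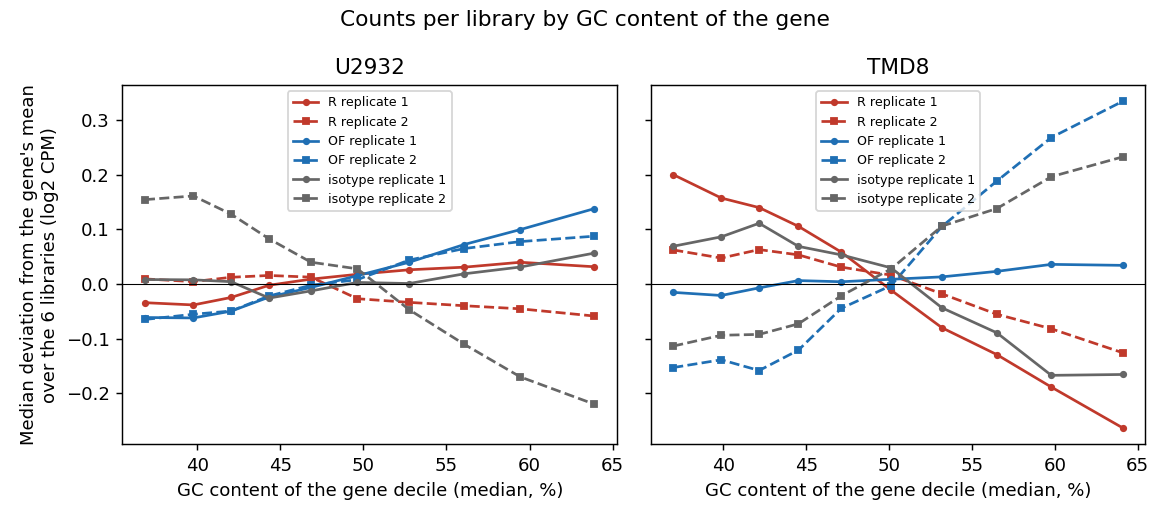
Median deviation of each library from the gene's mean over the 6 libraries of the cell line (log2 CPM, vertical axis) in 10 groups of genes by GC content (percent, horizontal axis); each line is 1 library, colours mark the antibody, and solid and dashed lines mark replicates 1 and 2. In TMD8, both R libraries and isotype replicate 1 fall with GC content, while OF replicate 2 and isotype replicate 2 rise with it.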

To validate our RNA sequencing data, we measured the gene expression levels of eight randomly selected genes using qRT–PCR and compared them to those found using RNA sequencing (**Supplementary Figure 2**).

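In the RNA sequencing data, CDKN2C had a log2 fold change against the isotype control of 0.86 (SE 0.088, adjusted p = 6.2e-08 from edgeR's quasi-likelihood test) with R and 0.95 (SE 0.088, adjusted p = 1.4e-08) with OF in U2932. In TMD8, its log2 fold changes were 1.13 (SE 0.18, adjusted p = 0.0949) and 1.11 (SE 0.18, adjusted p = 0.0950). DUSP5 was higher in TMD8, by 0.90 with R (adjusted p = 0.104) and by 1.09 with OF (adjusted p = 0.0935), and with the replicates paired in the edgeR model the adjusted p-value with R was 0.00771. In U2932, DUSP5 had log2 fold changes of 0.14 with R (adjusted p = 0.514) and 0.33 with OF (adjusted p = 0.0814), the latter below 1.5-fold and 0.21 after the GC content correction. DUSP4, which the primers listed for DUSP5 match, had log2 fold changes of −0.03 (adjusted p = 0.968) and 0.30 (adjusted p = 0.642) in TMD8, and −0.88 (adjusted p = 0.0260) and −0.60 (adjusted p = 0.119) in U2932. KCNMB4 was lower in TMD8, by −0.92 with R (adjusted p = 0.123) and by −1.09 with OF (adjusted p = 0.107), and pairing gave adjusted p-values of 0.0141 and 0.00997. In U2932, its adjusted p-values were above 0.10 with both antibodies. ATP2A3 was higher with OF in U2932, with a log2 fold change of 0.42 (adjusted p = 0.00554), or 0.25 after the GC content correction. TXNIP fell in U2932, with log2 fold changes of −1.34 with R (adjusted p = 6.3e-10) and −1.18 with OF (adjusted p = 4.7e-09). In TMD8, TXNIP and ATP2A3 had adjusted p-values above 0.10 with both antibodies, as did ATP2A3 with R in U2932. NDFIP2, NDFIP1, BCL2A1 and RPS6KA5 had adjusted p-values above 0.10 with both antibodies in both cell lines, as did NLRC3 in U2932. NLRC3 had too few counts for a test in TMD8. The qRT–PCR values were not analysed here.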

Fifty of the most variably expressed genes were hierarchically clustered on a heat map to visualize the global differences between cell lines treated with IgG isotype, R, or OF (**Figure 4A**). 

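The variance in log2 CPM over the 6 libraries of each cell line was divided between antibodies and replicates for the 50 genes with the largest variance. In U2932, 64.0% of it lay between the isotype control and the anti-CD20 libraries, 6.55% between R and OF, and 29.4% between replicates. In TMD8, the shares were 41.7%, 13.8% and 44.6%. In each cell line, the isotype pair gave the largest share among the 15 ways to choose 2 of the 6 libraries (exact permutation test, one-sided, p = 0.0667, the smallest p that 6 libraries allow). The alternatives that moved these shares most were DESeq2's variance-stabilized counts in U2932, where 94.7% lay between the isotype control and the anti-CD20 libraries, and in TMD8 a filter of at least 10 counts in every library, with 55.4%.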

The heat maps show distinct gene expression profiles between cells treated with IgG isotype and anti-CD20 antibody but far smaller differences in gene expression profiles between cells treated with either R or OF.

**Figure 4:**
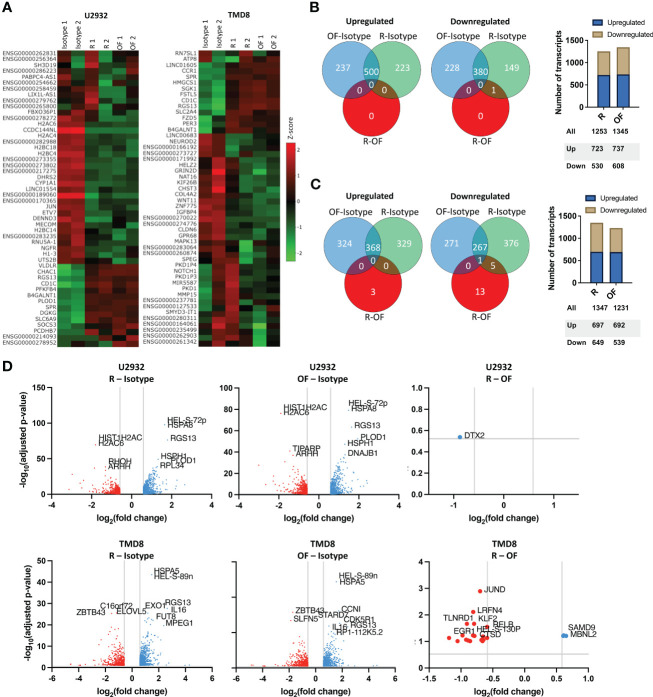
Rituximab and ofatumumab activate similar transcriptional profiles but differentially modulate a small subset of genes. **(A)** Heat map of the 50 most variable genes expressed by U2932 and TMD8 treated with R, OF, or IgG isotype control (20 µg/mL) for 4 hours. Venn diagrams and distribution of upregulated and downregulated genes in U2932 **(B)** and TMD8 **(C)**. **(D)** Volcano plots of differentially expressed genes between R and isotype, OF and isotype, and R and OF in U2932 and TMD8. The top 10 most significant differentially expressed genes were labeled in all graphs.

Next, Venn diagrams of gene expression profiles were generated to quantify the number of upregulated and downregulated genes induced by R and OF (**Figures 4B, C**). 

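Across the 14635 genes tested in U2932, the log2 fold changes of R and of OF against the isotype control were correlated, with a Pearson's r of 0.828 and a Spearman's rho of 0.834 across genes, which are not independent replicates. The sign was the same for 84.2% of the genes. Both comparisons use the same isotype libraries, which alone makes them correlate. Groups simulated without any change against shared controls gave an r between 0.431 and 0.492 in 20 simulations. With R set against one isotype library and OF against the other, the alternative that moved the value most, the r was 0.60, against −0.020 to 0.028 in the simulated groups. The gene with the smallest adjusted p-value in both comparisons was the heat shock gene HSPA8, with a log2 fold change of 1.63 (SE 0.075, adjusted p = 4.5e-14 from edgeR's quasi-likelihood test) with R and 1.49 (SE 0.074, adjusted p = 2.3e-13) with OF.

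**Figure D2:**
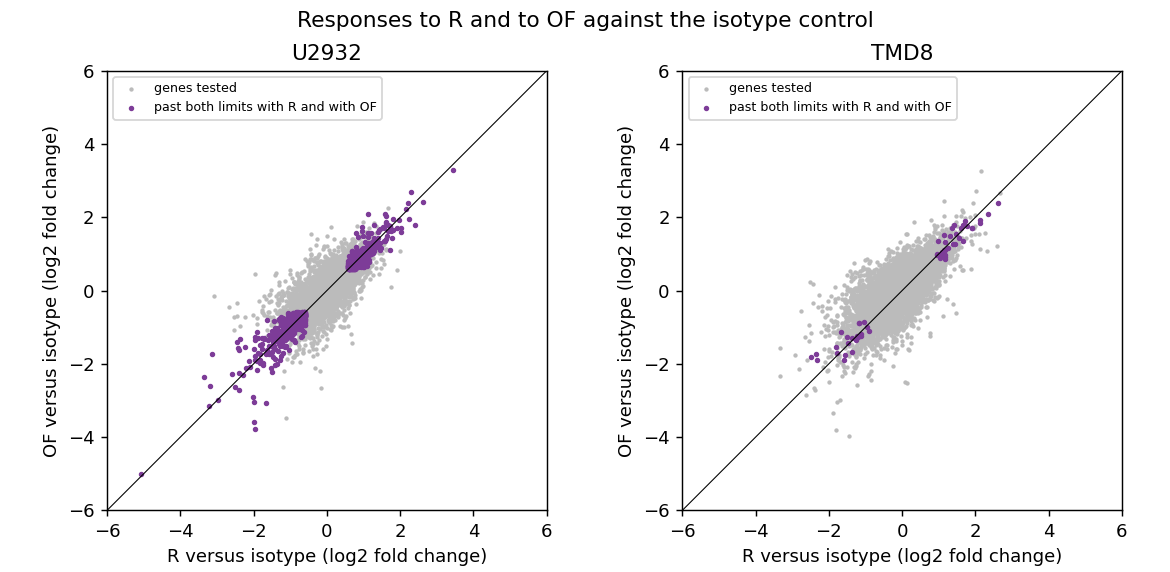
Log2 fold change against the isotype control with R (horizontal axis) and with OF (vertical axis) for each gene tested in U2932 (left) and TMD8 (right); purple points are genes past both limits with R and with OF, and the line marks equal changes. The purple points, 993 in U2932 and 57 in TMD8, lie along the line, and none of them has opposite directions with the 2 antibodies.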

In U2932, although both mAbs caused substantial changes compared to the isotype control, R and OF induced remarkably similar gene expression profiles compared to each other. R upregulated 723 genes and downregulated 530 genes, and OF upregulated 737 genes and downregulated 608 genes. 

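In the fit of the 6 U2932 libraries, 760 genes were higher and 734 lower with R than with the isotype control, and 863 were higher and 762 lower with OF. Of these, 517 were higher and 476 lower with both antibodies. The limit of 1.5-fold set the size of these counts more than any other choice. Without it, 2460 genes were higher and 2545 lower with R, and 2736 were higher and 2598 lower with OF. The balance between higher and lower genes depended on the scaling of the libraries. With total counts in place of TMM, the median of all genes shifted to −0.12 with R, and 28.8% of the genes called with R were higher, against 50.9% with TMM. After HSPA8, the genes with the smallest adjusted p-values were RGS13 and PLOD1, which were higher with R by 1.78 and 1.80 on the log2 scale, and H2AC6 and DHRS2, which fell by 1.81 and 1.87. With OF, the log2 fold changes of RGS13, PLOD1 and H2AC6 were 1.64, 1.95 and −1.90. H2AC6 belongs to a family of histone genes with near-identical sequences, between which the authors' counting could split reads.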

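Between R and OF in U2932, 1 of the 14635 genes passed an adjusted p-value of 0.30 with a change of at least 1.5-fold, and 747 had an unadjusted p-value under 0.05. It was DTX2, with an adjusted p-value of 0.0875 from edgeR's quasi-likelihood test. With the replicates paired in the model, 3 genes passed, namely DTX2 (adjusted p = 0.00162), RN7SL2 (adjusted p = 6.5e-07) and SOCS3 (adjusted p = 0.0919), the last 2 of which were singled out after their values were seen. With DESeq2 in place of edgeR, no gene passed, and 311 had an unadjusted p-value under 0.05.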

There was only one differentially expressed gene between R and OF at a false discovery rate (FDR) of 0.3. For TMD8, R and OF induced substantial transcriptional changes compared to the isotype control and had more different gene expression profiles compared to each other. 

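Across the 14227 genes tested in TMD8, the log2 fold changes of R and of OF against the isotype control had a Pearson's r of 0.693 and a Spearman's rho of 0.629, and 70.5% of the genes had the same sign. Unchanged groups simulated against shared controls gave an r of up to 0.494. With separate isotype libraries for the 2 antibodies, the r was 0.28, against −0.018 to 0.021 in the simulated groups. Without OF replicate 1 the r was 0.455, and in the other fits that left out 1 library it lay between 0.567 and 0.801. Whether R and OF differed by other amounts in TMD8 than in U2932 was tested with an interaction term over all 12 libraries. None of 16187 genes passed an adjusted p-value of 0.10, and 368 had an unadjusted p-value under 0.05.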

R upregulated 697 genes and downregulated 649 genes, and OF upregulated 692 genes and downregulated 539 genes. 

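In the fit of the 6 TMD8 libraries, 57 genes were higher and 35 lower with R than with the isotype control at an adjusted p-value under 0.10 from edgeR's quasi-likelihood test, and 67 were higher and 49 lower with OF. Unadjusted p-values under 0.05 were found for 2265 genes with R and 2009 with OF. Of the called genes, 35 were higher and 22 lower with both antibodies. Pairing the replicates in the edgeR model moved these counts most. It gave 717 higher and 848 lower genes with R, and 735 higher and 652 lower genes with OF. More genes also passed with DESeq2, the paper's tool, and with all 12 libraries in one edgeR fit. The paper's text names no limit on the adjusted p-value for these comparisons. With an adjusted p-value under 0.05 and no pairing, no gene passed in either comparison. The genes with the smallest adjusted p-values with both antibodies were SLFN5, with log2 fold changes of −1.57 with R (SE 0.15, adjusted p = 0.0697) and −1.89 with OF (SE 0.15, adjusted p = 0.0621), and ZBTB43, with −1.55 and −1.75. IGFBP4 (−2.49), MT-ND6 (−1.52) and SPR (1.71) followed with R, and CDK5R1 (1.79), SPR (1.90) and CCNI (1.72) with OF. MT-ND6 lies on the other strand from most mitochondrial genes, and its value is uncertain because the paper's text does not say whether strand was used in counting.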

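Between R and OF in TMD8, none of the 14227 genes tested passed an adjusted p-value of 0.10 with a change of at least 1.5-fold. The smallest adjusted p-value from edgeR's quasi-likelihood test was 0.733, and 582 genes had an unadjusted p-value under 0.05. Fig. 5 of the paper shows 22 genes, and all of them were among the 582. CEP162, SAMD9 and MBNL2 were higher with R, by 0.61 to 0.66 on the log2 scale. The other 19 genes were lower with R than with OF, with log2 fold changes between −1.18 and −0.58 and a median of −0.79. Adjusted over the list alone, all 22 had an adjusted p-value under 0.10, but the study chose the list on these libraries, so this is not independent evidence. Without the filter on genes, an alternative set before the data were examined, edgeR did make calls, 2.8% of them higher with R. Several fits with DESeq2 chosen after seeing the values made calls too. On all 12 libraries, 2 genes were higher and 13 lower with R, 12 of them among the 22. After the GC content correction of this fit, TGFB1, TLNRD1, ZBTB7A and EXOSC6 were left, all among the 22 and lower with R. With the replicates of the 6 TMD8 libraries paired, 3 were higher and 38 lower, 10 of them among the 22, and after the GC content correction of that fit no gene passed, with 577 at an unadjusted p-value under 0.05.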

R preferentially upregulated 3 genes versus OF, whereas OF preferentially upregulated 19 genes versus R at an FDR = 0.10, a threshold used in previous cancer drug studies (41–46).

We then used volcano plots to show the top 10 most significant differentially expressed genes induced by R and OF (**Figure 4D**). 

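DTX2 (ENSG00000091073) lies on chromosome 7 from 76461676 to 76505995 of GRCh38. Its pseudogene DTX2P1 is also in the annotation, and since the paper's text does not say how reads that match 2 copies were counted, its counts are uncertain. In U2932, it had 7.12 ± 0.69 CPM (SD, n = 2) with R, 13.2 ± 0.19 (SD, n = 2) with OF and 13.9 ± 2.37 (SD, n = 2) with the isotype control. Its log2 fold change between R and OF was −0.89 (SE 0.16), and it lay between −0.99 and −0.79 when each R or OF library was left out in turn. Against the isotype control, the log2 fold change was −0.96 (adjusted p = 3.3e-05 from edgeR's quasi-likelihood test) with R and −0.07 (adjusted p = 0.75) with OF. The gene's GC content is 62.2%, and after the GC content correction the log2 fold change between R and OF was −0.78 (SE 0.13). DESeq2 gave −0.87 (SE 0.22) with an adjusted p of 1.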

In U2932, R preferentially downregulated Deltex E3 Ubiquitin Ligase 2 (DTX2) compared to OF. In TMD8, OF preferentially upregulated genes associated with apoptosis and chemosensitization (Synaptojanin 2 (SYNJ2), Cathepsin D (CTSD), TNF alpha induced protein 8 like 1 (TNFAIP8L1), and Chromosome 8 Open Reading Frame 82 (C8orf82)) and growth inhibition (transforming growth factor-beta 1 (TGFB1), Interleukin 4-induced gene-1 (IL4I1), and Kruppel-like transcription factor 2 (KLF2)) in DLBCLs compared to R. In summary, our data suggests that there is strong concordance in the gene expression profiles induced by R and OF, with subtle transcriptional differences between R and OF.

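The 7 named genes were measured with 2 replicates per antibody in TMD8, and each had an adjusted p of 0.733 between R and OF from edgeR's quasi-likelihood test. SYNJ2, on chromosome 6, had the lowest counts, with 33 and 40 reads with R and 61 and 98 with OF, and a log2 fold change between R and OF of −1.18 (SE 0.35). The other named genes associated with apoptosis and chemosensitization had log2 fold changes of −0.81 (SE 0.19) for CTSD, −0.67 (SE 0.18) for TNFAIP8L1 and −0.91 (SE 0.24) for C8orf82. Of the genes associated with growth inhibition, TGFB1 had 88.7 ± 6.77 CPM (SD, n = 2) with R and 163 ± 29.9 (SD, n = 2) with OF, a log2 fold change of −0.88 (SE 0.27). IL4I1 had −0.67 (SE 0.17) and KLF2 had −0.79 (SE 0.16). Against the isotype control, none of the 7 passed an adjusted p-value of 0.10 in the fit without pairing of the replicates. KLF2 came closest, with a log2 fold change of 0.90 with OF (adjusted p = 0.101). Values with paired replicates are not reported for these comparisons, so whether a call depends on the pairing is left open. Except for SYNJ2 (49.4%), the transcripts of these genes are rich in GC, between 56.4% for TNFAIP8L1 and 68.0% for C8orf82, against a median of 48.5% for the genes tested. Corrected for GC content, SYNJ2 had −1.19, TGFB1 −0.51, TNFAIP8L1 −0.49, C8orf82 −0.45, CTSD −0.44, KLF2 −0.39 and IL4I1 −0.36.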

We next wanted to understand whether the directionality of these transcriptional differences between R and OF in TMD8 was cell line specific. We measured the fold changes of the 22 differentially expressed genes induced by R and OF in both TMD8 and U2932. In both cell lines, R preferentially downregulated these genes (**Figure 5A**), whereas OF preferentially upregulated these genes (**Figure 5B**). 

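Of the 19 genes of Fig. 5 that were higher with OF than with R in TMD8, 16 were lower with R than with the isotype control in that cell line (median log2 fold change −0.39), and 16 were higher with OF (median 0.31). In U2932, 18 of the 19 had enough counts for a test. With R, 6 were lower and 12 higher than with the isotype control (median 0.08), and 2 of the 18 passed an adjusted p-value of 0.10 in edgeR's quasi-likelihood test. With OF, 15 were higher and 3 lower (median 0.31), and 10 passed. These genes are rich in GC, and with the GC content correction 10 were higher and 8 lower with R (median 0.01), and 11 were higher and 7 lower with OF (median 0.11). The U2932 counts with R depend on the scaling of the libraries. With total counts in place of TMM, 10 genes were lower and 8 higher (median −0.02). Of the 3 genes that were higher with R than with OF in TMD8, 2 were higher with R and all 3 lower with OF than with the isotype control in TMD8, and all 3 were lower with each antibody in U2932. With the correction, 1 was higher and 2 lower with R in TMD8, and 1 was higher and 2 lower with each antibody in U2932. KLF2 was not tested in U2932, where it had 4 and 3 reads with R, 0 and 1 with OF, and 2 and 0 with the isotype control.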

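For each of the 22 genes of Fig. 5, the sign of the log2 fold change between R and OF in U2932 was compared with the sign in TMD8. KLF2 had too few counts in U2932, and 20 of the other 21 genes had the same sign. TYMP had the other sign, with a log2 fold change of 0.02 (SE 0.37). The changes were small, with a median of −0.14 over the 18 tested genes that were lower with R in TMD8. None of the 21 passed an adjusted p-value of 0.10 in edgeR's quasi-likelihood test over all genes, or adjusted over the list alone, and 3 had an unadjusted p-value under 0.05. Between 18 and 20 genes kept the sign when each library was left out in turn. Of 10000 random lists of 21 genes matched on mean expression, none had as many genes with the sign of their counterpart. The 19 genes that were lower with R have a median GC content of 63.5%, at the 93.9th percentile of the genes tested in TMD8, and the other 3 have 36.8%, at the 4.6th percentile. Among 10000 lists matched on mean expression and GC content, the median was 16 genes with the same sign, and 151 lists (1.51%) had 20 or more. After the GC content correction, 15 of the 21 genes had the same sign, which 8.49% of the matched lists reached.

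**Figure D3:**
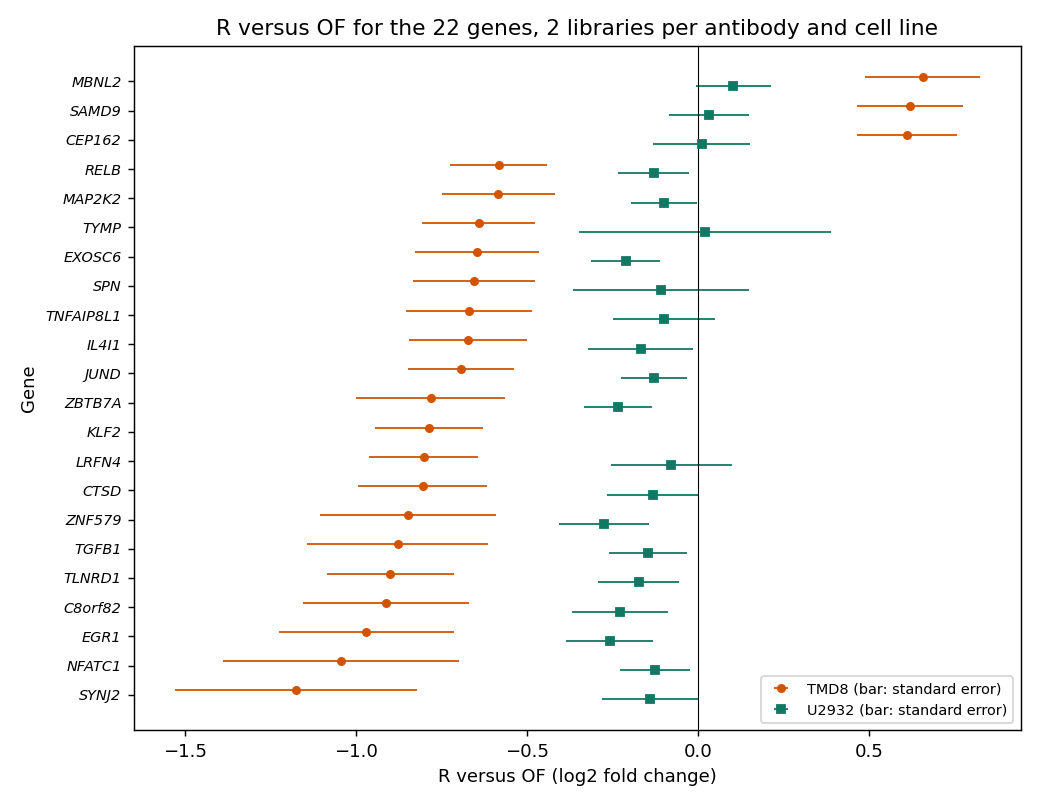
Log2 fold change between R and OF (horizontal axis) of the 22 genes (vertical axis) in TMD8 (circles) and U2932 (squares), with bars of 1 standard error from edgeR's fit of 2 libraries per antibody and cell line. The squares lie nearer to 0 than the circles for each of the 21 genes tested in U2932, and KLF2 has no square.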

Interestingly, the directionality of these differences was conserved in 21 of the 22 genes across both cell lines (**Figure 5C**). Therefore, we conclude that these transcriptional differences between R and OF are conserved across cell lines.

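A common difference between R and OF was also tested over the 8 anti-CD20 libraries of both cell lines, with the cell line as a term in edgeR's model. None of 15503 genes passed an adjusted p-value of 0.10, the smallest was 0.286, and 2324 had an unadjusted p-value under 0.05. The 10 genes with the smallest p-values were lower with R, led by DTX2 with a log2 fold change of −0.83 (SE 0.13). With the replicates paired, 638 genes passed, of which 22 were higher and 616 lower with R and 16 were among the 22 genes of Fig. 5. With pairing and the GC content correction, no gene passed. Across the 12722 genes tested in both cell lines, the log2 fold changes between R and OF had an r of 0.321 between the cell lines, and 0.213 after the correction. From the shared direction of 21 of the 22 genes, the paper concludes that the differences between R and OF are conserved across cell lines.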

**Figure 5:**
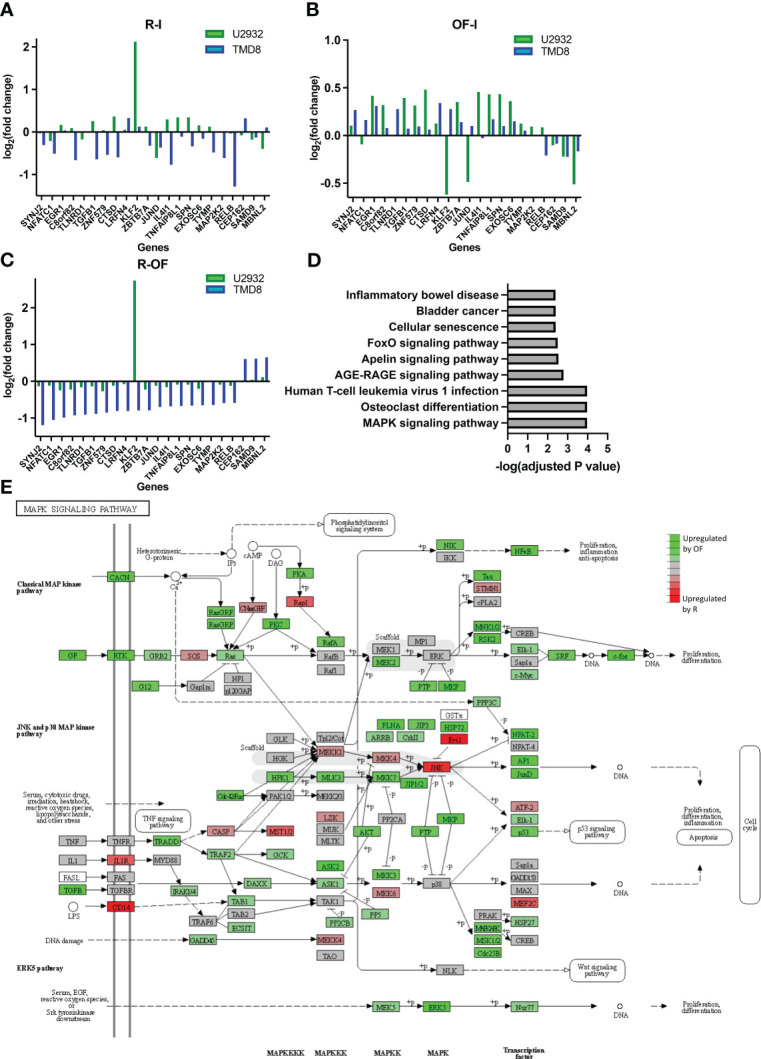
Ofatumumab differentially upregulates genes enriched in the JNK and p38 MAPK pathway over rituximab. **(A)** Fold changes of the significant differentially expressed genes modulated by R. **(B)** Fold changes of the significant differentially expressed genes modulated by OF. **(C)** Difference in fold changes of significant differentially expressed genes between the two anti-CD20s. **(D)** Gene enrichment analysis using the KEGG database. **(E)** These differences in TMD8 were mapped with related genes using the KEGG database to identify which specific family of the MAPK signaling pathway was most biologically relevant and, therefore, most likely involved in differential pharmacological interactions. Green represents genes that were preferentially upregulated by OF over R, whereas red represents genes preferentially upregulated by R over OF.

Next, we proceeded to identify any biological pathways enriched within genes differentially expressed by R and OF. The KEGG is an integrated database resource consisting of curated databases manually mapped into molecular networks to biologically interpret sequencing data. We performed gene enrichment analysis using this database to identify enriched molecular pathways. Because of the remarkably similar gene expression changes induced by R and OF in U2932, we were unable to perform gene enrichment analysis for U2932. However, we found enrichment of nine pathways in TMD8 (**Figure 5D**). Among these pathways, the Mitogen-activated protein kinase (MAPK) pathway is the most significantly enriched and the most biologically relevant pathway, with previous studies showing that this pathway is modulated by R in sensitizing B-cell lymphomas to chemotherapy (47, 48). Therefore, our gene enrichment analysis suggests that R and OF may exert distinct effects through differential regulation of the MAPK signaling pathway.

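The genes of the MAPK pathway drawn in Fig. 5E were tested as a set for R versus OF in TMD8. Of 195 genes assigned by hand to the drawn nodes, 167 had enough counts for a test. Their median log2 fold change was −0.16, 108 were lower and 59 higher with R than with OF, and the median of all genes was 0.02 (limma's camera test with a preset correlation of 0.01, p = 4.6e-04). The call depends on the test, and it was not reached with limma's fry test (p = 0.234) or with a correlation estimated from the data (p = 0.315). After the GC content correction, the median was −0.08 (camera with the preset correlation, p = 8.7e-04). These tests take their p-values from genes or from a fitted model, and with 2 libraries per antibody no permutation of the libraries could reach 0.05. None of the 167 genes passed an adjusted p-value of 0.10, over all genes or adjusted over the list alone, and 15 had an unadjusted p-value under 0.05. Of the 22 genes of Fig. 5, 5 belong to the drawn pathway. The paper finds this pathway the most significantly enriched in TMD8 and proposes from this that R and OF act through a different regulation of it.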

Because the MAPK pathway comprises many families that modulate a broad spectrum of physiological processes, ranging from cell survival to apoptosis, it is important to identify which families of the MAPK pathway may be differentially modulated by R and OF (49). Therefore, using the KEGG database, we mapped differentially expressed genes with other known molecularly interacting genes to identify the most biologically relevant MAPK family (**Figure 5E**). 

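Of the nodes coloured green in Fig. 5E, for genes higher with OF than with R, 58 had a tested gene in TMD8, and 57 of them were lower with R than with OF in the counts. Of the nodes coloured red, 15 were tested, and all 15 were higher with R. The figure was drawn from the same libraries, so these counts check its colours only. In U2932, 50 of 58 green nodes were lower and 13 of 17 red nodes higher with R (Fisher's exact test, two-sided, p = 2.3e-06). With the GC content correction, the U2932 counts were 41 of 58 and 11 of 17 (Fisher's exact test, p = 0.0111). Fisher's test takes the nodes as independent, but all of them come from the same libraries. Its p-values therefore do not measure the spread between cultures. The genes of green nodes lie at a median percentile of 77.5 in GC content among the genes tested in TMD8, and those of red nodes at 20.0 (permutation test with 100000 resamples, two-sided, p = 1e-05, the smallest they can give).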

Among the differentially modulated MAPK families, we find the c-Jun N-terminal kinases (JNK) and p38 MAPK pathway most biologically relevant to our findings for two reasons. First, we see that chemotherapy also upregulates this pathway. Second, previous studies have shown that upregulation of this pathway sensitizes DLBCLs to chemotherapy, such as vindesine and cyclophosphamide (50, 51). Therefore, these results may suggest that OF potentiates the cytotoxic and cytostatic potential of chemotherapy through complementary upregulation of the JNK and p38 MAPK signaling pathway, leading to enhanced downstream apoptosis and inhibition of proliferation.

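In the branch of the drawn pathway that holds JNK and p38, 92 genes were tested in TMD8. Their median log2 fold change between R and OF was −0.11, with 57 genes lower and 35 higher with R (camera with the preset correlation, p = 0.0118). As with the whole pathway, fry (p = 0.183) and an estimated correlation (p = 0.272) gave no call, and the GC content correction brought the median to −0.05 (p = 0.0175). In U2932, the median of the branch was −0.02, with 53 genes lower and 39 higher (camera with the preset correlation, p = 0.335). Of the branch's nodes in Fig. 5E, 33 green and 11 red ones were tested in TMD8, and 32 and 11 of them had the direction of their colour. The nodes JNK, MKK4, MEKK1, MKK6, ATF-2 and MEF2C are red in the figure. In U2932, 26 of 33 green and 9 of 13 red nodes had the direction of their colour (Fisher's exact test, two-sided, p = 0.0046), and after the GC content correction 21 of 33 and 7 of 13 (Fisher's exact test, p = 0.331). Here too the nodes share the same libraries, so these p-values do not measure the spread between cultures. Since chemotherapy also upregulates this pathway and its upregulation sensitizes DLBCLs to chemotherapy in earlier studies, the paper proposes that OF strengthens the effect of chemotherapy through it.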

## Discussion

Our work revealed vast heterogeneity in the pharmacological interactions within the R-CHOP regimen, illustrating the wide genetic and phenotypic heterogeneity expected of DLBCL. This finding may explain why some patients are cured by R-CHOP, whereas other patients relapse. We then demonstrated, for the first time, that two FDA-approved anti-CD20s can differentially potentiate CHOP in a cell line–specific manner. The observed difference between R and OF was unexpected because they have similar direct killing capacities *in vitro* and were comparable in their clinical efficacy in phase III clinical trials (18–21). For this reason, these findings reveal novel mechanisms of different anti-CD20 mAbs independent of their ability to modulate immune function. Although we observe that R and OF preferentially synergize with chemotherapy in a cell line–specific manner, we also observe that these anti-CD20s generally synergize with chemotherapy more in ABC DLBCLs and antagonize chemotherapy more in GCB DLBCLs. This paradoxical role of these anti-CD20s could possibly be explained by the fact that R is known to simultaneously activate pro-survival pathway Akt, which drives lymphomagenesis in GCB, and to downregulate pro-survival pathway NF-kB, which drives lymphomagenesis in ABC but not in GCB (52–54).

Our initial findings of the pharmacological interactions between R and CHOP validated previous studies that showed that R potentiates some chemotherapies (35). R potentiated cytotoxic chemotherapy drugs such as O and cytostatic properties of glucocorticoids such as P. However, our findings also demonstrated that R can antagonize chemotherapy in some cell lines, as we observed in SUDHL2 and SUDHL4. This finding is unexpected because R has been characterized as a general chemotherapy potentiator in the field. It is possible that this interaction could advise the use R and chemotherapy concurrently, pre-administration, or post-administration of chemotherapy to avoid an unfavorable immunochemotherapy interaction, which is a recognized important question in the field (55). Last, we characterized interactions between CDC and chemotherapy in R-CHOP, which remained largely unexplored (34).

We also compared the transcriptional profiles of DLBCLs bound by R and OF to uncover potential mechanisms for these pharmacological differences. We found that, compared to R, OF preferentially upregulates genes enriched in the p38 MAPK pathway, leading to downstream apoptosis and growth inhibition. This transcriptional difference could mechanistically explain how R and OF differentially potentiate chemotherapy for two reasons. First, on the basis of KEGG analysis, chemotherapy upregulates this same pathway, and, therefore, potentiated killing and growth inhibition may occur through functional complementation. In addition, a previous study found that an organic molecule activating p38 MAPK synergized with vinblastine and cyclophosphamide to kill DLBCLs (50). Interestingly, previous studies show that R sensitizes B-cell lymphomas to chemotherapy through inhibition, rather than upregulation of p38 MAPK, suggesting that R and OF may sensitize DLBCLs to chemotherapy through opposite modulation of p38 MAPK (24, 47).

R and OF were presumed to have similar direct signaling activities, based on previous studies and our findings (39). However, our results from *in vitro* experiments found that these two mAbs that bind to different epitopes on CD20 can initiate different downstream mechanisms that potentiate different classes of chemotherapy. A previous report showed that R and a non-clinical anti-CD20 mAb induced different transcriptional profiles (56). Therefore, it is conceivable that targeting other CD20 epitopes could elicit different pathways and activate favorable immunochemotherapy interactions across a broader range of DLBCLs. These findings may advise a new design strategy for new anti-CD20s that focus on targeting different epitopes of CD20 to expand favorable immunochemotherapy interactions across a greater range of DLBCLs. This strategy is particularly clinically relevant since the expiration of the R patent in 2016, because there has been a breakthrough in other anti-CD20 biologics such as ocrelizumab, ublituximab, and obinutuzumab, which are already approved for use in patients. Given the usage of anti-CD20s in nearly all B-cell pathologies, the findings of this paper may also have potential therapeutic value in a broad range of B-cell–related diseases including multiple sclerosis, chronic lymphocytic leukemia, rheumatoid arthritis, Burkitt leukemia, and others.

Further studies will be needed to address limitations of our findings and test their potential implications. In this study, we scored the pharmacological interactions between R and chemotherapy and between CDC and chemotherapy. However, R is cytotoxic to DLBCL by ADCC and ACP, and we cannot exclude that these mechanisms could also interact with chemotherapy. Indeed, there has been a study showing that dexamethasone enhances R-mediated ADCC through increased phosphatidylserine exposure on DLBCLs (34). Therefore, studying the pharmacological interactions between cellular-mediated effects and chemotherapy could elucidate additional immunochemotherapy interactions specific to the *in vivo* setting.

Our transcriptome analysis reveals a mechanistically plausible finding explaining the pharmacological differences between R and OF, validated by correlating gene fold expression using qRT-PCR (**Supplementary Figure 1**). However, DLBCL is characterized by a notable degree of biological heterogeneity, and our analysis is limited to a few select cell lines. Therefore, we present our transcriptional analysis as hypothesis-generating, rather than conclusive across all DLBCLs. Furthermore, the direct effects of anti-CD20 are known to activate direct signaling and transcriptional pathways, necessitating further investigation through a multi-omics approach (57). Ultimately, whole-exome, transcriptomic, and phosphoproteomic analysis would provide additional mechanistic insight into these findings and elucidate potential baseline biomarkers predicting favorable outcomes using either R or OF.

## Data availability statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: GEO, accession number GSE228687.

## Author contributions

BL: conceptualization, method design, data analysis, experimentation, validation, writing, and funding acquisition. TP: conceptualization, method design, data analysis, experimentation, validation, writing, and funding acquisition. AA: conceptualization, method design, data analysis, writing, funding acquisition, methodology, project administration, resources, and supervision. KR: conceptualization, method design, data analysis, writing, funding acquisition, methodology, project administration, resources, and supervision. All authors contributed to the article and approved the submitted version.

How the deposited data were processed for this re-analysis (not part of the article)

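RNA was sequenced from 12 libraries of 2 DLBCL cell lines, U2932 and TMD8, treated for 4 h with 20 µg/mL of R, OF or a human IgG1 isotype control, with 2 libraries for each of the 6 conditions. The authors trimmed the reads with trim-galore, aligned them to an Ensembl human reference with STAR and deposited the raw count of reads on each annotated gene, without normalization or a filter. The paper's text names neither the genome build and annotation release nor whether counting used the strand, and the reads themselves were not analysed here. The table holds 58884 genes, of which 27447 had no count in any library, and 41967 had a symbol in GENCODE 29, which is on GRCh38 and was used here for names, positions, GC content and length. Each of its columns was matched to 1 library by its label, and 0 columns and 0 lines without a gene were left out.

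Counts were analysed in R 4.3.3 with edgeR 4.0.16. Each cell line's 6 libraries were normalized by TMM and filtered with filterByExpr (at least 10 counts), and a quasi-likelihood model with 1 mean per antibody was fitted. The comparisons were R with isotype, OF with isotype and R with OF in each cell line. P-values were adjusted by the Benjamini-Hochberg method, and genes were called at an adjusted p-value under 0.10, or 0.30 for R with OF in U2932, with a change of at least 1.5-fold. The paper names these limits on the adjusted p-value for R with OF in TMD8 and in U2932. Its text names none for the comparisons with isotype, where 0.10 was a choice made here. The 8 anti-CD20 libraries were also fitted together for a common difference between R and OF, and all 12 for interactions between antibody and cell line. CPM are TMM-normalized, and log2 CPM had a prior count of 2. Gene lists were tested with camera in limma 3.58.1 with a preset correlation of 0.01, at a p-value under 0.05. The lists included the MAPK pathway genes of Fig. 5E and its JNK and p38 branch, with nodes read by eye and assigned to genes by hand. A further 6 lists were written before the counts were read, with themes taken from gene names that the paper labels in Fig. 4. These were heat shock genes, unfolded protein response genes, aryl hydrocarbon receptor targets, replication-dependent histones, cholesterol synthesis genes and immediate early genes. Fig. 4 labels the paper's most significant genes in these same libraries, so the tests of these 6 lists are not independent evidence. The p-values of these 6 lists were adjusted over 24 tests, for 2 antibodies and 2 cell lines. None of these list tests is exact, and with 2 libraries per condition no permutation of the libraries compared could reach a p-value of 0.05. The primers of Table 1 were matched to GENCODE 29 transcripts with Python 3.11.15, and figures were drawn with matplotlib 3.10.9.

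The depth of 15440226 to 27110612 counts per library gave a median standard error of a log2 fold change between R and isotype of 0.12 in U2932 and 0.25 in TMD8. The chi-square values between replicates compare them with counting error only, and with 2 libraries per condition the spread between cultures is known poorly. Replicates with the same number share a culture, so the pairing was checked. The deviations of replicates from their condition's mean correlated between conditions at 0.69 for OF and isotype in TMD8 and at −0.05 to 0.23 in the other 5 pairs of conditions.

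Alternatives were DESeq2 1.42.0, upper-quartile normalization, library size only, at least 10 counts in every library, no filter, all 12 libraries in one fit, only the 4 libraries compared, a replicate block, corrections for GC content and for gene length, other limits on the fold change and the adjusted p-value, and fits without each library. Corrections removed a smooth trend (lowess, span 0.3) of each library's deviation from the gene's mean on the GC content or the length of the gene's longest transcript, taken from its coding transcripts where it has any. Further alternatives, chosen after seeing the values, were DESeq2 with the replicate block, on all 12 libraries, on the 4 libraries compared and with other limits, and the GC content correction of the interaction between antibody and cell line. Random lists of genes were drawn 10000 times within groups of genes by mean expression, or by mean expression and GC content.

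The steps were tested on simulated data in which 200 genes were changed. edgeR called 99.5% of them, with 6.57% false calls among all calls, and DESeq2 called 99.0%. With a GC content trend imposed on the simulated libraries, false calls made up 94.8% of edgeR's 3814 calls, and 14.7% of its 231 calls after the correction. In the measured libraries, edgeR called 0 genes between R and OF in TMD8. The shares of recovered genes and of false calls therefore describe the simulated libraries only. They do not give the error of the calls in the measured ones. Of 100 random lists, camera called 0. Their genes were simulated independently of each other, so this does not test the preset correlation. Genes named in the text are those named in the paper's text, Table 1, Fig. 4D or Fig. 5, MS4A1, members of the lists, genes called between R and OF where 25 or fewer were called, and the 5 genes with the smallest adjusted p-values of each comparison with isotype whose libraries did not overlap, of which 1 gene is not reported here. Genes outside this rule are those that the primers of Table 1 match or its names may stand for, and genes chosen after their values were seen, which are marked so where they are named. The KEGG database, the qRT–PCR values and the paper's experiments other than RNA sequencing were not analysed here.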

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

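Tests of the interaction with the cell line and of the heat shock, histone and cholesterol lists against GC content, of reads shared between histone genes, and of differences between cultures were chosen only after the results were seen. The comparisons, limits and gene lists, and the GC content corrections of MS4A1 and of the aryl hydrocarbon receptor targets, were set before the data were examined. The themes of the lists tested against isotype came from genes labelled in Fig. 4, which the paper chose on these same libraries. Their p-values are therefore not independent evidence.

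The response to the anti-CD20 antibodies differed between the cell lines. The mean response to R and OF against isotype was compared between the cell lines in an interaction model over all 12 libraries. It differed at an adjusted p-value under 0.10, with no limit on the fold change, for 165 of 16187 genes. It was higher in U2932 for 81 of them and in TMD8 for 84. Of the 165, 39 were past an adjusted p-value of 0.10 in both cell lines in opposite directions and 8 in the same direction. DENND3 had log2 fold changes of −2.42 in U2932 and 0.81 in TMD8, and KDM7A −1.48 and 0.81. Both were singled out after their values were seen. A GC content bias between libraries would lose most of the 165 genes on correction, but 148 of them were among the 323 genes called after it, so GC content is not the whole cause. The 2 isotype controls in each cell line enter every value, so a deviation of the TMD8 isotype cultures, which differed most between replicates, may contribute, and it was not tested apart from the replicate block, which gave 1108 genes. A biological difference between the cell lines stays open as a hypothesis.

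Signals against the isotype control appeared in genes the paper does not discuss. In U2932, 18 of 20 heat shock genes were higher with R, with a median log2 fold change of 0.82 (camera in limma, adjusted p = 5.4e-18), and the median with OF was 0.71. Of 38 replication-dependent histone genes, 36 were lower with R, with a median of −1.10 (adjusted p = 5.3e-17), and with OF the median was −1.22. All 22 cholesterol synthesis genes were higher with R, with a median of 0.64 (adjusted p = 5.4e-18), and with OF the median was 0.59. In TMD8, the medians with R were 0.47 for heat shock, −0.53 for histones and 0.61 for cholesterol synthesis. These directions were the same with library size only. The 3 lists were called in both cell lines by camera with the preset correlation, but with a correlation estimated from the data only cholesterol synthesis in U2932 was (adjusted p = 0.0437 with each antibody). The fry test of limma called them too, except for histones with R in TMD8 (adjusted p = 0.0534).

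GC content bias was tested as the cause of these shifts. After the GC content correction, the U2932 medians with R were 0.82 for heat shock, −1.11 for histones and 0.60 for cholesterol synthesis, which argues against it. Reads shared between near-identical histone genes would move counts within the family and leave the sum, but the summed CPM of the histone list fell, with a log2 ratio of R to isotype of −0.86 in U2932. Histone transcripts are mostly without a poly(A) tail, and the share of them captured could differ between libraries, which was not tested. A difference between the isotype and anti-CD20 cultures other than the binding of CD20 cannot be told apart from an effect of the antibodies, since there were 0 untreated libraries.

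MS4A1, the gene of CD20, was higher with R in U2932, with a log2 fold change of 0.77 (SE 0.083, adjusted p = 1.1e-07 from edgeR) and 0.67 with OF (adjusted p = 1.0e-06). In TMD8 it was 0.94 with R (adjusted p = 0.188) and 0.61 with OF (adjusted p = 0.384), and pairing the replicates gave adjusted p-values of 0.0141 and 0.0640. The value with OF in TMD8 depends on single libraries, and was 0.37 without OF replicate 1, 0.37 without isotype replicate 2 and 0.91 without isotype replicate 1. After the GC content correction it was 0.87 with R in U2932, which argues against GC content as the cause. For MS4A1 too, the 0 untreated libraries leave a difference between the cultures open.

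CYP1A1, a target of the aryl hydrocarbon receptor, was lower with R in U2932, with a log2 fold change of −2.58 (SE 0.20, adjusted p = 7.0e-10 from edgeR) and −2.28 with OF. It had 31 and 33 counts with R and 238 and 235 with isotype. In TMD8 it was −1.79 with R (adjusted p = 0.0697) and −1.71 with OF. TIPARP, another target, was lower by −1.32 and −1.44 in U2932. The list of targets had a median of −0.04 with R in U2932, where 4 of 7 genes were lower (adjusted p = 0.147 by limma's camera test), and of −0.32 with R (adjusted p = 0.0495) and −0.16 with OF (adjusted p = 0.0235) in TMD8, where 6 of 9 were lower. With the replicates paired, neither TMD8 call held (adjusted p = 0.0588 and adjusted p = 0.0807), while limma's fry test called the list with both antibodies in both cell lines (adjusted p-values of 0.00482 to 0.0101). After the GC content correction, the TMD8 median was −0.13 with R (adjusted p = 0.138), which lost its call, and −0.13 with OF (adjusted p = 0.0284), which kept it. With so few genes, which move both ways, GC content and a shift of the list cannot be told apart. A ligand of the receptor in the isotype preparation, or a loss of one with the anti-CD20 antibodies, may explain CYP1A1 and TIPARP, but with 0 untreated libraries this difference between the cultures cannot be told apart from an effect of CD20 binding.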

How the results depend on the processing

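Alternatives with DESeq2 and a replicate block, on all 12 libraries, on the 4 libraries compared or at an adjusted p-value under 0.30 for the isotype comparisons, and the GC content correction of the interaction, were chosen after seeing the values. No test was chosen after the result here apart from these, and unless said otherwise the cause of a change was not tested.

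For R against isotype in U2932 (1494 genes) and OF against isotype (1625), changing the limit on the fold change gave 5005 and 5334 genes without one and 439 and 457 at 2-fold, by construction. All 12 libraries in one fit gave 800 and 904. DESeq2 gave 1061 for OF. With DESeq2 and the replicate block there were 934 and 1002, and 921 for OF with the GC content correction added. DESeq2 on all 12 libraries gave 852 and 931, with the block 909 and 970, with the GC content correction 896 and 828, and with both 908 and 817. The other alternatives stayed within 1.5 times. Library size only turned the share of higher genes among those called with R from 50.9% to 28.8%, and with OF from 53.1% to 35.1%. DESeq2 with the block and the GC content correction moved the share the other way, to 72.3% with R and 69.5% with OF.

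For R against OF in U2932 (1 gene, DTX2), the count was 0 with DESeq2, library size only, all 12 libraries in one fit, a fold limit of 2, an adjusted p-value under 0.05, and DESeq2 with the block, with the block and GC content correction, and on all 12 libraries without and with the GC content correction and with it and the block. It was 5 with no filter (DTX2, SOCS3, RN7SL2, GPS2 and OLFML2A), 3 with only the 4 libraries compared and 3 with the replicate block (DTX2, SOCS3 and RN7SL2 in both), and 2 with the block and GC content correction and 2 with the gene length correction (DTX2 and RN7SL2 in both). Without isotype replicate 1 or 2 it was 3 to 4. DESeq2 on all 12 libraries with the block called 1, SOCS3, and on the 4 libraries with the block 1, RN7SL2. All these genes but DTX2 were named after their values were seen.

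TMD8 depended on the processing far more. For R (92 genes) and OF (116) against isotype, the counts were 553 and 425 with DESeq2, 1093 and 908 with no filter, 1359 and 1170 with all 12 libraries in one fit, 26 and 0 with only the 4 libraries compared, 1565 and 1387 with the replicate block, 458 and 439 with the GC content correction, 1389 and 1361 with both, 435 and 316 with the gene length correction, 0 and 0 at an adjusted p-value under 0.05, and 1471 and 1164 at 0.30. At least 10 counts in every library gave 171 for R, and library size only gave 25 for OF. The added alternatives gave 1168 and 1042 (DESeq2 with the block), 1118 and 1032 (with the GC content correction too), 1315 and 1188 (on all 12 libraries), 1320 and 1254 (with the block), 1294 and 1259 (with the GC content correction), 1245 and 1203 (with both), and 1082 and 935 (adjusted p-value under 0.30). The smallest adjusted p-values, 0.0697 and 0.0621, lie just under the limit of 0.10. Library size only turned the share of higher genes from 62.0% to 39.4% with R, and from 57.8% to 48% with OF.

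For R against OF in TMD8 (0 genes, 582 at an unadjusted p-value under 0.05), no filter gave 71 genes, DESeq2 with the block 41, DESeq2 on all 12 libraries 15, with the block 242, with the GC content correction 4, with both 6, and DESeq2 on the 4 libraries with the block 10. The count was 0 in the other alternatives, and 0 to 0 without isotype replicate 1 or 2.

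The correlation of the responses to R and OF fell from 0.828 to 0.60 in U2932 and from 0.693 to 0.28 in TMD8 with separate isotype libraries, since shared controls add to it by construction. It was 0.667 to 0.843 in U2932 and 0.455 to 0.801 in TMD8 across the 6 fits that each left out 1 library. The share of variance between isotype and anti-CD20 libraries went from 64.0% in U2932 to 48.5% with 500 genes, 49.5% with all genes, 94.7% with variance-stabilized counts and 79.9% with at least 10 counts in every library. In TMD8 it went from 41.7% to 52.4% with variance-stabilized counts and 55.4% with at least 10 counts.

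The 22 genes kept their direction in TMD8 in all alternatives (22 to 22 across the fits that left out 1 library), and in U2932 20 of 21 did, or 15 after the GC content correction without or with the block, 19 with library size only, and 18 to 20 across the fits that left out 1 library. The difference between R and OF over both cell lines (0 genes, 2324 at an unadjusted p-value under 0.05) gave 94 genes with DESeq2, 638 with the replicate block, and 0 to 1367 across the 8 fits that left out 1 library. These were 1367 without OF replicate 1 of TMD8, 296 without OF replicate 2 of TMD8 and 0 in the other 6. The interaction of the anti-CD20 response with the cell line (165 genes) gave 572 with DESeq2, 258 with at least 10 counts, 1108 with the replicate block and 323 with the GC content correction. That of R minus OF was 0 in all alternatives (368 at an unadjusted p-value under 0.05).

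For the MAPK pathway list in TMD8, the median stayed at −0.16 while fry and camera with an estimated correlation gave no call, and for the JNK and p38 branch it stayed at −0.11 likewise. Camera with an estimated correlation differs in that correlation alone, and fry also tests another null hypothesis, and the 2 causes were not separated for it. Of 24 tests of the other lists, 20 were called, 2 with an estimated correlation, 21 with fry, and 18 with the replicate block or the GC content correction. The 2 calls lost with the block were the aryl hydrocarbon receptor targets in TMD8.

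The 65 results for named genes were tested with DESeq2, the replicate block, the GC content correction, both of these, and upper-quartile normalization. No direction reversed. Over these 5 alternatives, 302 values stayed on the same side of the limit, 22 became stronger and 1 weaker, the DESeq2 value of DTX2. The 7 results that changed under these 5 belong to MS4A1 and KCNMB4 (each with R and with OF) and TIPARP and DUSP5 (with R) in TMD8, and DTX2 (R against OF) in U2932. Under no filter and the alternatives chosen after seeing the values, some of the 22 genes also passed between R and OF in TMD8. The replicate block changed no other call among those listed.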

Differences from the paper's values

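No test was chosen only after the result was seen, but alternatives with DESeq2 and more than 1 change at a time were, and are marked.

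Against the isotype control in TMD8, 57 genes were higher and 35 lower with R, where the paper's counts are 697 and 649, and 67 were higher and 49 lower with OF, where the paper's counts are 692 and 539. The paper's text names no limit on the adjusted p-value for these comparisons. Among the alternatives set before the data were examined, 5 closed all 4 gaps. These were no filter (479 and 614 with R, 482 and 426 with OF), all 12 libraries in one fit (633 and 726, 572 and 598), the replicate block (717 and 848, 735 and 652), the block with the GC content correction (669 and 720, 718 and 643), and an adjusted p-value under 0.30 (664 and 807, 573 and 591). The others did not, namely DESeq2 (331 and 222, 251 and 174), upper-quartile normalization, library size only, at least 10 counts in every library, only the 4 libraries compared, the GC content correction alone (262 and 196, 253 and 186), the gene length correction, the other fold limits and an adjusted p-value under 0.05. DESeq2 on all 12 libraries, chosen after seeing the values, gave 690 and 625 with R and 670 and 518 with OF. Others chosen after seeing the values also came within 1.5 times of the paper's counts, among them DESeq2 with the block (664 and 504, 635 and 407), DESeq2 on all 12 libraries with the block (732 and 588, 759 and 495), with the GC content correction (757 and 537, 785 and 474) and with both (797 and 448, 787 and 416), and DESeq2 at an adjusted p-value under 0.30 (590 and 492, 549 and 386). With the block and the GC content correction in DESeq2, the counts of higher genes did (771 and 712) and those of lower genes did not (347 and 320).

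The genes shared by R and OF in TMD8 were 35 higher and 22 lower, where the paper's counts are about 370 and about 270 in Fig. 4, read by eye. These were not computed under the alternatives.

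Between R and OF in TMD8, 0 genes were higher and 0 lower with R (582 had an unadjusted p-value under 0.05), where the paper's counts are 3 and 19. Of the alternatives set before the data were examined, no filter gave 2 higher genes, which closed that gap, and 69 lower ones, 4 of all 71 being among the paper's 22. None of the others gave a call, and none closed the gap of the lower genes. Settings chosen after seeing the values called some of the paper's 22 genes. DESeq2 on all 12 libraries gave 2 higher and 13 lower genes, 12 of them among the 22, which closed both gaps, and the 12 were TYMP, RELB, TGFB1, MAP2K2, JUND, NFATC1, MBNL2, TLNRD1, ZBTB7A, SAMD9, ZNF579 and EXOSC6. With the block added it gave 14 and 228, 17 of them among the 22. With the GC content correction it gave 0 and 4, all among the 22 (TGFB1, TLNRD1, ZBTB7A and EXOSC6), and with both 2 and 4, with 0 among the 22, so that the count of higher genes came within 1.5 times of the paper's. DESeq2 on the 6 libraries with the block gave 3 and 38, the first of which is the paper's count, with 10 of them among the 22, and on the 4 libraries with the block 0 and 10, with TGFB1 and TLNRD1 among the 22.

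In the paper's text, R lowers and OF raises the genes that differ between them, in both cell lines. The difference here is with that statement. For the 16 genes compared, the values of U2932 in Fig. 5A match on the log2 scale (root mean square difference of 0.016). Of the 19 genes lower with R than with OF in TMD8, 12 of the 18 tested in U2932 were higher with R than with isotype, and 8 with library size only. The paper shows values of about 2.1 in Fig. 5A and about 2.7 in Fig. 5C for KLF2 in U2932, where it had too few counts for a test. The values of TMD8 in Fig. 5B match the log2 fold changes here only on a log10 scale (root mean square difference of 0.0070, against 0.40 on the log2 scale), and those of U2932 in the same panel match on the log2 scale (0.016).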

Other observations

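The test of the node colours in Fig. 5E against GC content was chosen only after the result was seen.

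GC content bias between libraries may account for most calls between R and OF in TMD8. The genes higher with OF are rich in GC and those higher with R are poor in it, as the difference in GC content trend between the R and OF libraries would give. Of the 41 genes that DESeq2 with the replicate block called, 0 passed after the GC content correction. DESeq2 on all 12 libraries went from 15 genes to 4, and with the block from 242 to 6. The direction of all 22 genes stayed in TMD8 after the correction, and their median changes stayed away from 0. The study chose these genes on the same libraries, so a difference beyond the trend is neither shown nor excluded by this. In edgeR's fit with the correction, each of them had an adjusted p-value of 0.965. Whether the trend arose in library preparation or in the cells cannot be decided from counts, since a change in the stability of GC-rich transcripts would look alike, and this was not tested.

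The shared direction of the 22 genes in U2932 goes with GC content in large part. Lists matched on mean expression alone had a median of 11 genes in the shared direction, those matched on GC content too had 16, and 151 of 10000 of the latter reached 20. Few matched lists thus reached the count, but their genes were drawn independently of each other. This does not exclude a GC content trend as the whole cause. After the correction, 15 of 21 genes shared the direction, which 849 of 10000 lists reached, so any excess beyond GC content is small.

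The 8 anti-CD20 libraries were split in 34 ways into 2 groups of 4, the real one included, with the cell line in the model. All 34 splits gave at least as many genes as the 0 of the real one, so the count says nothing about it. By genes at an unadjusted p-value under 0.05, 2 of 34 splits reached the 2324 of the real one, and 1 of the 8 that part all 4 pairs of replicates did, which is the real one. With the GC content correction, the real split had 1231 such genes, and 6 of 34 splits reached that number. Without it, the other split was the one with the most calls (4154), which sets OF replicate 2 of TMD8 apart from the other TMD8 libraries.

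The shift of the JNK and p38 branch in TMD8 stayed past its limit after the GC content correction (median −0.05, camera with the preset correlation, p = 0.0175), and the branch lies at the 51.7th percentile of GC content, which argues against GC content as its whole cause. It was not called by fry, so it stays open whether the branch shifts at all. The colours of the JNK and p38 nodes did go with GC content. Green nodes had a median percentile of 82.4 and red nodes of 20.0 (permutation test with 100000 resamples, p = 3.0e-05), and in U2932 colour and direction no longer went together after the correction (Fisher's exact test, p = 0.331). GC content bias may thus explain why the colours of this branch match in U2932. Over the whole figure, colour and direction in U2932 still went together after the correction (Fisher's exact test, p = 0.0111). Nodes share the same libraries and are not independent, so these Fisher p-values do not measure the spread between cultures.

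The shared isotype libraries are not the whole cause of the correlation between the responses to R and OF. With separate isotype libraries, the lower of the 2 correlations was 0.28, above the highest of the simulated unchanged groups.

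The unfolded protein response list had medians of 0.17 (camera in limma, adjusted p = 0.0205) with R and 0.19 (adjusted p = 0.0495) with OF in U2932, and 0.53 with both in TMD8. The immediate early genes had −0.05 (adjusted p = 0.839) and 0.11 (adjusted p = 0.339) in U2932, and 0.15 (adjusted p = 0.0166) and 0.69 (adjusted p = 6.1e-06) in TMD8. The aryl hydrocarbon receptor targets had −0.01 (adjusted p = 0.208) with OF in U2932. None of these calls held with a correlation estimated from the data. After the GC content correction, the unfolded protein response list with OF in U2932 lost its call (camera, adjusted p = 0.0961). The other calls of this paragraph held, and the median of the immediate early genes with R in TMD8 became 0.40.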
